# Long-term effects of early postnatal stress on Sertoli cells

**DOI:** 10.3389/fgene.2022.1024805

**Published:** 2022-10-24

**Authors:** Kristina M. Thumfart, Samuel Lazzeri, Francesca Manuella, Isabelle M. Mansuy

**Keywords:** Sertoli cell, adult testis, electron transport chain, mitochondria, early postnatal stress, mice, fluorescence-activated cell sorting (FACS)

## Abstract

Sertoli cells are somatic cells in testis essential for spermatogenesis, that support the development, maturation, and differentiation of germ cells. Sertoli cells are metabolically highly active and physiologically regulated by external signals, particularly factors in the blood stream. In disease conditions, circulating pathological signals may affect Sertoli cells and consequentially, alter germ cells and fertility. While the effects of stress on reproductive cells have been well studied, how Sertoli cells respond to stress remains poorly characterized. We used a mouse model of early postnatal stress to assess the effects of stress on Sertoli cells. We developed an improved strategy based on intracellular stainings and obtained enriched preparations of Sertoli cells from exposed males. We show that adult Sertoli cells have impaired electron transport chain (ETC) pathways and that several components of ETC complexes particularly complex I, III, and IV are persistently affected. We identify serum as potential mediator of the effects of stress on Sertoli cells by showing that it can recapitulate ETC alterations in primary cells. These results highlight Sertoli cells as cellular targets of stress in early life that can keep a trace of exposure until adulthood.

## Highlights

•We present an improved method to obtain enriched preparations of Sertoli cells from adult mouse testis for molecular analyses
•Sertoli cells from adult males exposed to stress during early postnatal life have altered electron transport chain (ETC) expression, suggesting persistent effects of early stress on Sertoli cells physiology
•Serum from stressed males reproduces ETC genes dysregulation in cultured Sertoli cells.

## Introduction

Sertoli cells are somatic cells in seminiferous tubules of testes, that are tightly associated with germ cells and are essential for spermatogenesis. They provide physical and structural support to differentiating spermatogenic cells, and form and maintain a protective blood-testis barrier (Griswold 2018). Sertoli cells have paracrine functions and secrete growth factors, hormones, cytokines, and extracellular vesicles (Mancuso et al., 2018). These factors provide developmental guidance and immunological protection to germ cells (Mäkelä and Hobbs 2019; Kaur et al., 2020). Sertoli cells have a high glycolytic flux to supply nutritional support to germ cells. Through glycolysis, they metabolize glucose into lactate, which is the primary source of energy for spermatocytes and spermatids (Zhang et al., 2018). For their own energy needs, Sertoli cells rely on oxidative phosphorylation of lipids, which they receive through the blood stream or through the recycling of germ cells waste material (Regueira et al., 2018). Oxidative phosphorylation is catalyzed by four complexes of the electron transport chain (ETC) located in the mitochondrial inner membrane. These complexes use energy generated from nutrient oxidation to create a proton gradient across the mitochondrial inner membrane, which is then used by the ATP-synthase (complex V) to generate ATP (Nolfi-Donegan, Braganza, and Shiva 2020).

Sertoli cells are in close contact with blood vessels and can sense hormones and metabolites present in the blood stream that act as circulating signaling factors (Rebourcet et al., 2016). Changes in circulating factors in pathological conditions may therefore alter Sertoli cells metabolism and physiology and affect spermatogenic cells. This is particularly critical in early life, because Sertoli cells lose their mitotic activity during postnatal development. Thus, if they are affected in early life, they are likely to remain affected until adulthood (Sharpe et al., 2003). Indeed, altered blood homeostasis due to neonatal hormonal dysregulation in mice (Sarkar and Singh 2017) or early exposure to environmental toxins in rats (Sadler-Riggleman et al., 2019; de Oliveira et al., 2020) were shown to alter energy metabolism of Sertoli cells. Exposure to high fat diet and resulting diabetes can also alter both glucose and lipid metabolism of mouse Sertoli cells (Luo et al., 2020), which may contribute to altered reproductive functions in response to diabetes (Sajadi et al., 2019).

To gain insight into the effects of early life stress on Sertoli cells, we examined the transcriptome of Sertoli cells from adult males exposed to stress in early postnatal life. To acquire Sertoli cells samples, we used an improved fluorescence-activated cell sorting (FACS) strategy based on intracellular staining to distinguish Sertoli cells from other testicular cells. This is an improvement to previous protocols, because the method does not require the use of any transgenic mouse line or unreliable surface markers. Using this method, we observed that oxidative phosphorylation by the mitochondrial ETC is altered in adult Sertoli cells, and that many ETC components are affected. We further show that serum can recapitulate alterations in ETC components in cultured Sertoli cells, suggesting the involvement of circulating factors in the alterations.

## Methods

### Animals

Adult C57Bl/6J mice (3–5 months old) were kept under a 12-h reverse light/dark cycle in a temperature- and humidity-controlled facility with access to food and water ad libitum. All experiments were conducted during the active (dark) cycle of the mice in accordance with guidelines and regulations of the Cantonal Veterinary Office, Zürich (animal licenses ZH057/15 and ZH083/18).

### MSUS Paradigm

3-month old female and male breeders were randomly paired and assigned to MSUS or control groups. Newborn pups in the MSUS group were separated from their mother for 3 h per day at unpredictable times from postnatal day (PND) 1 to 14. Any time during separation, mothers underwent an unpredictable acute swim in cold water (18°C for 5 min) or 20-min restraint in a tube. Control animals were left undisturbed. Pups were weaned at PND21 and assigned to new cages according to group and gender (three to five mice/cage). Siblings were assigned to different cages to avoid litter effects. An overview of MSUS and control mice used for tissue collection is presented in Supplementary Table S1

### Testis collection

Adult mice were single-housed with food and water ad libitum the night before sacrifice to minimize stress. Mice were sedated with isoflurane before decapitation and adult mouse testes were removed to collect Sertoli cells for transcriptomic analyses. For primary Sertoli cells cultures, testes were collected from PND14 pups. For this, whole litters (four to six males on average) were sacrificed by decapitation soon after being removed from their mother.

### Enzymatic digestion of mouse testis

Testes were dissected, decapsulated, and placed into a 50 ml canonic tube containing 10 ml of enriched DMEM/F12 medium (1x DMEM/F12 [Gibco], supplemented with 15 mM HEPES, 1x GlutaMAX [Gibco], 1x Minimum Essential Medium Non-essential Amino Acids [Gibco] and 1% penicillin-streptomycin [Pen-Strep; Gibco, 10,000 U/ml]). The tissue was transferred to 5 ml collagenase solution (1 mg/ml collagenase [from *Clostridium histolyticum*, Sigma Aldrich] and 0.02 mg/ml DNase [from bovine pancreas, Sigma Aldrich] in enriched DMEM/F12) and incubated at 35°C for 5–10 min with intermittent shaking until seminiferous tubules dissociated from the interstitium. For washing, 25 ml of enriched DMEM/F12 were added, the tube was inverted three times and tubules were allowed to settle for 2–3 min. Supernatant containing interstitial cells was discarded and the washing step was repeated twice. Then, 5 ml 0.25% trypsin-EDTA solution (Gibco) supplemented with 0.1 mg/ml DNase were added to the tubules and incubated at 35°C for 5–10 min with intermittent shaking until tubules were fragmented. Tubules were washed one time once with enriched DMEM/F12 containing 10% fetal bovine serum (FBS; HyClone, Cat. No. SV30160.03) to inactivate trypsin and were allowed to settle for 5 min. Supernatant containing peritubular cells was removed and washing was repeated with enriched DMEM/F12 two more times. To obtain a single-cell suspensio, the cleaned seminiferous tubules were further digested in hyaluronidase solution (1 mg/ml hyaluronidase [from sheep testes, Sigma Aldrich] and 0.02 mg/ml DNase in enriched DMEM/F12) for 5–10 more minutes at 35°C with intermittent shaking. For proper dissociation cells passed through a 5 ml serological pipette 4–5 times, then 25 ml enriched DMEM/F12 were added. Cells were centrifuged at 400xg for 3 min, the supernatant was removed, and cells were resuspended in 10 ml enriched DMEM/F12. To remove any remaining cell clumps, the cell suspension was slowly passed through a 20G needle, then filtered through a 70 μm cell strainer. 25 ml of enriched DMEM/F12 were added and cells were centrifuged at 400xg for 3 min and collected for further enrichment.

### Blood processing

To obtain serum, trunk blood was collected and allowed to clot for 15–30 min at room temperature (RT). To separate serum from the clot, samples were centrifuged for 10 min at 2,000xg. The supernatant (serum) was transferred to a new tube and stored at -80°C until further use.

### Fluorescence-activated cell sorting

Cells obtained after enzymatic digestion of testis were resuspended in 5–10 ml FACS buffer (1x DPBS [Gibco] supplemented with 1% Pen-Strep, 1% FBS, 10 mm HEPES, 1 mm pyruvate [Gibco] and 1 mg/ml glucose [Gibco]) and counted with a hemocytometer. Cells were diluted at 106/100 µl in FACS buffer. 1 µl of Hoechst 33342 Solution (BDPharmingen, stock: 1 mg/ml) and 0.1 µl of MitoTracker Deep Red (Invitrogen, stock: 1 mM) were added per 100 μl cell suspension, then cells were incubated at 35°C for 20 min. Thereafter, cells were kept on ice at all times. Cells were washed twice with ice-cold FACS buffer and the Sertoli cells fraction was sorted. Briefly, cell debris and doublets were gated out and remaining cells were gated for diploidy using the Hoechst channel. Diploid cells were further gated for high FSC and subsequently for a high signal in the MitoTracker channel.

### Immunocytochemistry

Round coverslips (diameter: 8mm, thickness: 1, Warner Instruments) were placed into 48-well plates and coated with Poly-L-lysin solution (P8920, Sigma-Aldrich) for at least 15 min at RT. Coverslips were then washed three times with distilled, autoclaved water and were allowed to dry overnight. The day after, always 40,000 cells in enriched DMEM/F12 medium supplemented with 10% FBS were plated onto the slides and allowed to attach at RT for at least 20 min and another hour in an incubator at 37°C. Thereafter, medium was aspirated and cells were fixed with 4% paraformaldehyde (PFA) for 15 min at RT. Cells were washed with PBS three times and then incubated in blocking solution (PBS supplemented with 0.1% Triton-X-100 [X100, Sigma-Aldrich] and 10% normal donkey serum [017–000–121, Jackson ImmunoResearch]) for at least 1 hour at RT. After blocking, cells were stained with rabbit-anti-vimentin antibody (EPR3776, Abcam) diluted 1:1000 in blocking solution overnight at 4°C. After washing three times with PBS, a donkey-anti-rabbit Alexa Flour 488 antibody (AB_2313584, Jackson ImmunoResearch) was added in a dilution of 1:500 in blocking solution. Wells were washed again with PBS and incubated in DAPI stain (1:10,000) for 10 min. Coverslips were washed again in PBS and mounted onto slides with Eukitt quick-hardening mounting medium (03989, Sigma Aldrich). Slides were dried overnight before picture caption using an Olympus CKX53 and cellSens software (Olympus). Percentage of vimentin-positive cells was determined using Fiji cell counter plugin (Schindelin et al., 2012). Counts are summarized in Supplementary Table S2.

### Primary Sertoli cells culture

24-well plates were coated with a *Datura stramonium* (DSA-lectin (L2766, Sigma Aldrich) solution (5 μg/ml in 1x Hank’s balanced salt solution [HBSS, Gibco]) for at least 1 h at 37°C. Plates were washed twice with 1x HBSS before use. PND14 testes were enzymatically digested and resuspended in medium (DMEM high glucose [Sigma] supplemented with 0.1% bovine serum albumin [BSA, Sigma], 1x GlutaMAX [Gibco], 1x Minimum Essential Medium Non-essential Amino Acids [Gibco] and 1% Pen-Strep) at 800,000 cells/ml. 500 µl of cell suspension were added to DSA-lectin coated 24-wells and cells were allowed to attach for 2 h at 32°C. Cells were incubated with a hypotonic solution (0.3x HBSS) for 1–2 min at RT to remove germ cells, washed with 1x HBSS to eliminate debris and new medium was added. Cells were left undisturbed for 24 h before treatment.

### Serum treatment of primary Sertoli cells cultures

Cell culture medium was supplemented with 10% serum from MSUS and control adult males (batch 1), sterile-filtered using 0.22 µm PVDF filter units (Merck), and distributed to each well by individual male (1 well/mouse). After 24 h, medium was removed and used for lactate/pyruvate assessment or snap-frozen and stored at -80°C. Cells were washed once with 1x PBS and harvested in 500 µl TRIzol (Thermo Fisher Scientific) for RNA extraction. This experiment was conducted twice in independent replicates.

### Lactate/pyruvate assessment

Conditioned medium was centrifuged at 3,200xg for 10 min at 4°C to remove debris and transferred to 10 kDa spin columns (Amicon Ultra, Merck). Proteins that may influence lactate and pyruvate level were removed from the <10 kDa flow-through containing metabolites by centrifugation at 14,000xg for 25 min at 4°C. Lactate and pyruvate were measured in the protein-depleted flow-through using assay kits (MAK064-1KT, Sigma-Aldrich) and (ab65342, Abcam) according to the manufacturer’s instructions. Each sample was run twice and fluorescence was measured on a NOVOStar Microplate reader (BMG Labtech) and averaged. For each sample, lactate/pyruvate ratio was calculated using the average lactate and pyruvate measurements of the replicates.

### ROS assessment

ROS production was measured in serum-treated primary Sertoli cells cultures using DCFDA/H2DCFDA-Cellular ROS Assay Kit (ab113851, Abcam) according to the manufacturer’s instructions. Fluorescence was measured immediately, then after 10, 30, and 60 min on a NOVOStar Microplate reader (BMG Labtech). The experiment was run in triplicates, which were averaged for each time point.

### DNA and RNA extraction

For sorted Sertoli cells obtained from adult males, DNA and RNA were extracted using the AllPrep DNA/RNA/miRNA universal Kit (Qiagen) according to the manufacturer’s instructions. For cultured cells harvested in TRIzol (Thermo Fisher Scientific), a phenol/chloroform extraction method was used to prepare RNA.

### RNA sequencing

RNA samples were run on a Bioanalyzer (Agilent) at a concentration of 1.5 ng/μl using the eukaryote total RNA pico series II assay (Agilent) to assess RNA integrity. Libraries for RNA sequencing were prepared from 5 ng RNA/sample using the SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Takara) according to the manufacturer’s instructions using 12 PCR cycles for amplification. DNA concentration of libraries was determined using Qubit dsDNA HS Assay Kit, and libraries were diluted to 1.5 ng/μl, then run on a Bioanalyzer (Agilent) using the High Sensitivity DNA Assay Protocol (Agilent) for quality control. Libraries were sequenced on an Illumina NovaSeq instrument, single-end at 100 bp.

### Analyses of RNA sequencing data

Fastq files were checked for quality using FastQC (v 0.11.9) (Andrews 2010) trimmed with Trimgalore (v 0.6.5) (Krueger 2012) and pseudo-mapped with Salmon (v 1.1.0) (Patro et al., 2017) using an index file created from the GENCODE annotation of transcripts (vM23) (Frankish et al., 2019). For differential gene expression analysis, counts were normalized using the TMM method (Robinson and Oshlack 2010) and transformed with the voom method of the limma R-Package (v 3.42.2) (Ritchie et al., 2015) for linear modelling. All genes with *p* < 0.05 were used for functional enrichment analyses using the g:GOSt function of g:Profiler (Raudvere et al., 2019), taking into account GO terms and KEGG pathways with 10–1000 annotated genes. GO terms were further simplified using Revigo (Supek et al., 2011).

### Fluidigm RT-qPCR

RNA was reverse-transcribed with miScript II RT reagents (Qiagen) using HiFlex buffer according to the manufacturer’s instructions. For high-throughput gene expression analyses, samples and primers (list of primers: Supplemnetary Table S3) were prepared for the Fluidigm BioMarkTM HD System (Fluidigm) according to the manufacturer’s protocol. Pre-amplified cDNA samples and primers were loaded onto a 96.96 dynamic arrayTM (primers were loaded in duplicates) and mixed using an IFC (integrated fluidic circuits) machine (Fluidigm). Ready chips were then placed into a Fluidigm BiomarkTM HD System for RT-qPCR analyses.

### Analyses of fluidigm RT-qPCR data

Baseline correction (using linear derivative) and assessment of cycle threshold (Ct) values were performed by the BioMark HD software (Fluidigm). A list of Ct values was obtained from the BioMark output tables and ordered according to sample batch. ReadqPCR (v 1.32.0) was used for reading in the data using the read.qPCR function, and NormqPCR (v 1.32.0) was used for downstream data preparation, including combination of technical replicates (combineTechReps), normalizing to the two most stable reference genes out of 5 (Actb, B2m, Hrpt1, Rplp0 or Vim; selectHKs), and deriving delta Cq values (deltaCt). Samples were normalized to the mean of control samples and log2 foldchanges were calculated.

### Determination of mitochondrial copy number variation

DNA samples were analyzed by RT-qPCR using QuantiTect SYBR (Qiagen) on a Light Cycler II 480 (Roche): 95°C for 15 min, 45 cycles of 15 s at 94°C, 30 s at 55°C and 30 s at 70°C. HK2 primers amplifying nuclear DNA were used as endogenous control and ND1 primers to amplify mitochondrial DNA (Primers list in Supplemnetary Table S2). Fold change of ND1 versus HK2 amplification was calculated with 2^(-delta delta CT) method and normalized to controls.

### Statistics

Student’s t-test was used to assess significance between two groups. Kenward-Roger method using R packages lmerTest (v 3.1–3) and lme4 (v 1.1–27.1) was used to assess significance for experiments run in duplicates. Outliers at a distance greater than 2.5 standard deviations from 0 were removed before analyses.

## Results

### Enrichment of Sertoli cells from adult testis

To obtain Sertoli cells from adult mouse testis, we developed an enrichment method based on fluorescence-activated cell sorting (FACS) not requiring any transgenic or surface marker (Figure 1A). First, testis tissue is digested sequentially in collagenase, trypsin, and hyaluronidase (Bhushan et al., 2016), then cells are processed through FACS. While collagenase digests the interstitium and detaches seminiferous tubules from each other, trypsin fragments tubules and detaches peritubular cells. Hyaluronidase separates Sertoli cells from germ cells. The FACS strategy is based on intracellular staining with Hoechst and MitoTracker based on specific properties of Sertoli cells including diploidy (post-mitotic state) (Sharpe et al., 2003), large size (Wong and Khan 2021), and high metabolic activity compared to other cells in testes (Miettinen and Björklund 2017). Plotting Hoechst intensity versus forward scatter (FSC), indicating size, identified several testicular subpopulations (Figure 1B). Diploid cells were separated from haploid (spermatids) and tetraploid (dividing) cells distinguished by Hoechst intensity (Figure 1C) (Gaysinskaya et al., 2014). Diploid cells were then fractionated by size using high and low FSC (Figure 1D), and cells of the high FSC fraction were separated into high and low MitoTracker signal (high/low APC) for mitochondrial mass and activity (Figure 1E) (Clutton et al., 2019). Vimentin staining of single-cell suspension collected from seminiferous tubules before FACS identified 1.9 ± 0.6% (weighted mean ± weighted standard deviation) of Sertoli cells (Figure 1F) and after FACS, 14.8 ± 3.6% in the fraction of diploid cells (Figure 1G). This was further increased to 37.7 ± 30% in the high FSC cells fraction (Figure 1H) and up to 89.8 ± 5% in the fraction of cells with a high APC signal (Figure 1I).

**FIGURE 1:**
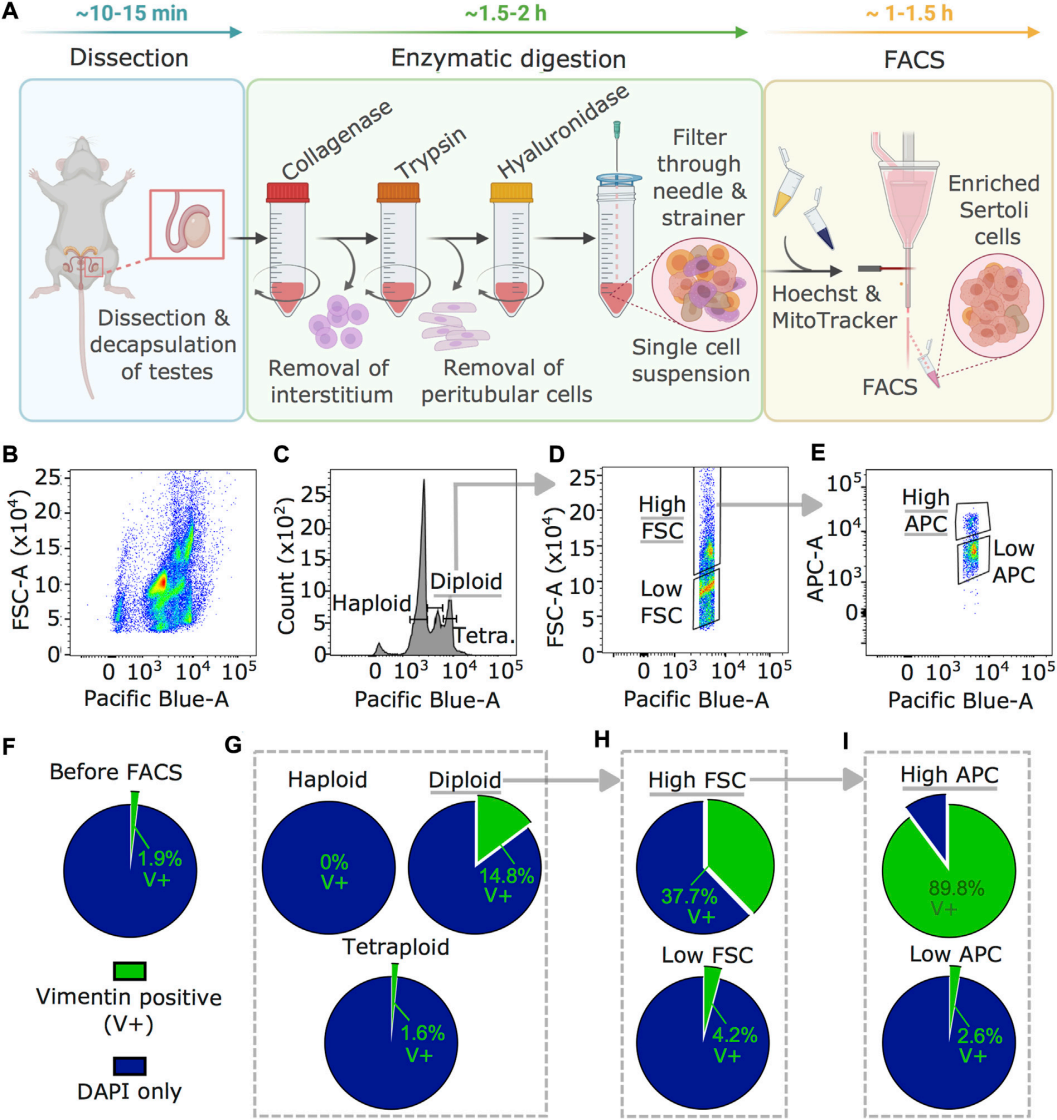
Sertoli cells enrichment and visualization by vimentin staining. **(A)** Workflow for Sertoli cells enrichment procedure including testis dissection, enzymatic digestion by collagenase, trypsin, and hyaluronidase, followed by staining with Hoechst and MitoTracker for FACS. Time estimates are indicated for the individual steps **(B–E)** Results of FACS profiles during Sertoli cells enrichment. **(B)** Hoechst signal (Pacific Blue) plotted against FSC (indicating size) showing several cell populations in the single cell testis preparation. **(C)** Diploid cells selected using the Hoechst signal, **(D)** large cells using a high FSC signal, then **(E)** cells with high mitochondrial activity using MitoTracker (high APC) signal. **(F–I)** Enrichment of Sertoli cells (vimentin-positive, V+) in different FACS fractions. Percentage of V+ cells of all cells (DAPI) is shown **(F)** before FACS, **(G)** after selection of diploid cells, **(H)** after size selection by high FSC within diploid cells, and **(I)** after gating on high mitochondrial activity within diploid, high FSC cells (weighted averages of four independent replicates). Counts are summarized in Supplementary Table S2. Underlined fractions in **(B–I)** correspond to gates chosen for Sertoli cells enrichment. Arrows indicate implementation of gate settings before further partitioning into sub-gates.

### Transcriptomic profiling of enriched Sertoli cells by RNA sequencing

We characterized the transcriptome of the Sertoli cells enriched from adult mouse testis by RNA sequencing and examined known markers of testicular cell populations using published single-cell sequencing datasets (Green et al., 2018). 

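RNA sequencing of batch 1 covered Sertoli cells of 13 adult males, and the 6 control samples are described first. Each library started from 5 ng of RNA, was amplified over 12 PCR cycles and was read from one end over 100 bp. The authors trimmed the reads, assigned them to GENCODE transcripts with Salmon, a tool that estimates how many reads each transcript received, and deposited the estimated counts per gene without normalization. For the values given here the estimates were rounded to whole numbers. The deposited table lists 54281 features, of which 27170 carry no gene name. These held between 20.7% and 24.1% of the counts of a control sample and were left out. Total counts of the control samples ranged from 13087203 to 18649945, with a median of 15435830. Between 9937225 and 14383458 of these counts, with a median of 11954325, were on genes with a name. Levels are log2 CPM of the named genes after TMM normalization, with a prior count of 2.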

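Log2 CPM was averaged over the marker genes that Figure 2A draws for each testicular cell type. In control samples the 5 Sertoli cell markers had a mean of 10.18 ± 0.10 (SD, n = 6). The markers of elongated spermatids came next with 7.90 ± 0.23 (SD, n = 6), followed by those of spermatocytes with 4.62 ± 0.11 (SD, n = 6). The lists of the remaining cell types had means between 0.58, for endothelial cells, and 3.59, for round spermatids. Within each sample the Sertoli cell markers exceeded the elongated spermatid markers by 2.28 ± 0.26 (SD, n = 6), and the difference ranged from 1.90 to 2.60, so it was larger than the spread between mice. Over all 13 samples, the choice that moved it most, the difference was 2.16. *Clu*, on chromosome 14 of GRCm38 from 65968483 to 65981547 in the GENCODE vM21 annotation, was the most abundant marker with 13.08 ± 0.10 (SD, n = 6). *Ctsl* had a level of 11.58 ± 0.15, *Amhr2* of 10.21 ± 0.08, *Sox9* of 8.67 ± 0.07 and *Rhox5* of 7.38 ± 0.17 (SD, n = 6 for each). Of the 195 pairs of a Sertoli cell marker with one of the 39 other markers, the Sertoli cell marker was higher in every control sample in 189. By their means, 3 other markers were above *Rhox5*, namely *Prm2*, *Tnp1* and *Uchl1*, and *Prm2* was also above *Sox9*.

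**Figure D1:**
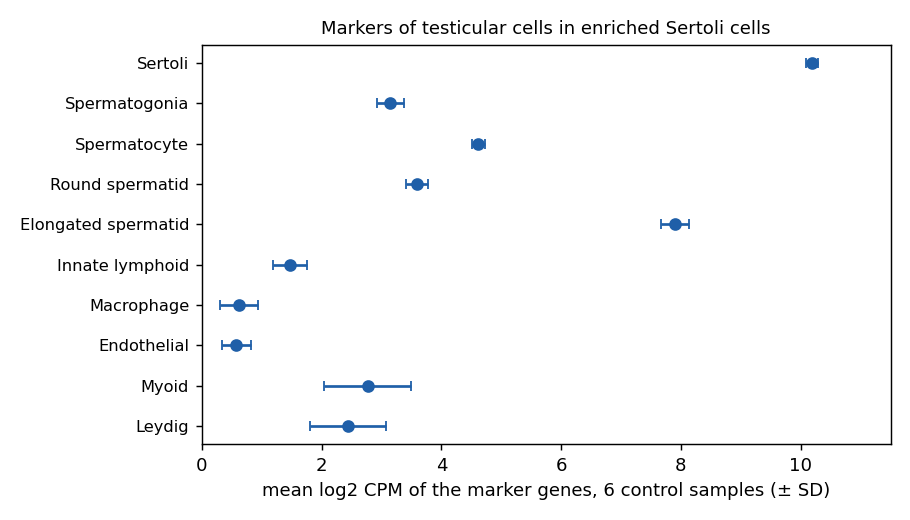
Mean log2 CPM of the marker genes of each cell type in the 6 control samples, with points for the mean over samples and bars for the SD. The Sertoli cell markers lie at 10.18 and those of elongated spermatids at 7.90.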

We observed that several Sertoli cell markers including *Amhr2*, *Clu*, *Ctsl*, *Rhox5*, and *Sox9* were more abundant in the isolated cells than markers of other testicular cells, validating the enrichment protocol (Figure 2A). To further validate the Sertoli cell preparations, we examined if the transcriptomic profile of the enriched cells overlaps with known Sertoli cell functions. For this, the top 100 expressed genes were screened for enriched Kyoto Encyclopedia of Genes and Genomes (KEGG; Figure 2B) and Gene Ontology (GO; Figure 2C) pathways. Identified pathways involve immunological regulation, energy metabolism, cell-cell junctions, phagocytosis and secretion, consistent with known Sertoli cell functions (Griswold 2018).

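The 100 genes with the highest mean CPM in control samples held 27.8% of the CPM of all named genes. The most abundant was *Rn7s1*, a short non-coding RNA on chromosome 12 of GRCm38 from 69159295 to 69159594, with 99913 ± 13473 CPM (SD, n = 6). It was followed by *Lars2*, n.R5s100, *Clu*, *Rn7sk*, *Rpph1*, *Rnu1a1*, *COX1*, LOC115487916 and *ATP6*. Among these, n.R5s100 is a ribosomal RNA and *Rnu1a1* a small nuclear RNA. Such RNAs have many near-identical copies in the genome, so their estimated counts are uncertain, by an amount not measured here. Of the 13 protein-coding genes of mitochondrial DNA, 9 were among the 100 genes, against 0 nuclear-encoded subunits of the electron transport chain (ETC), 0 subunits of the vacuolar ATPase and 1 ribosomal protein gene. Sertoli cell markers accounted for 3. Over-representation was tested with 804 Reactome pathways, since the KEGG and GO term lists were not used here, by one-sided Fisher's exact tests against the 4455 genes tested that belong to any pathway. Of these pathways, 9 had an adjusted p-value under 0.05. “Respiratory electron transport” had rank 3, with 8 of its 76 members (adjusted p = 0.00034), all of them encoded by mitochondrial DNA. “Vesicle-mediated transport” (9 of 148 members, adjusted p = 0.00513) and “Binding and Uptake of Ligands by Scavenger Receptors” (4 of 19 members, adjusted p = 0.00713) came next. The pathway of peptide loading of class I MHC had 2 of 25 members (rank 37, Fisher's exact test, adjusted p = 0.599), and MHC class II antigen presentation had 1 of 74 (rank 284).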

**FIGURE 2:**
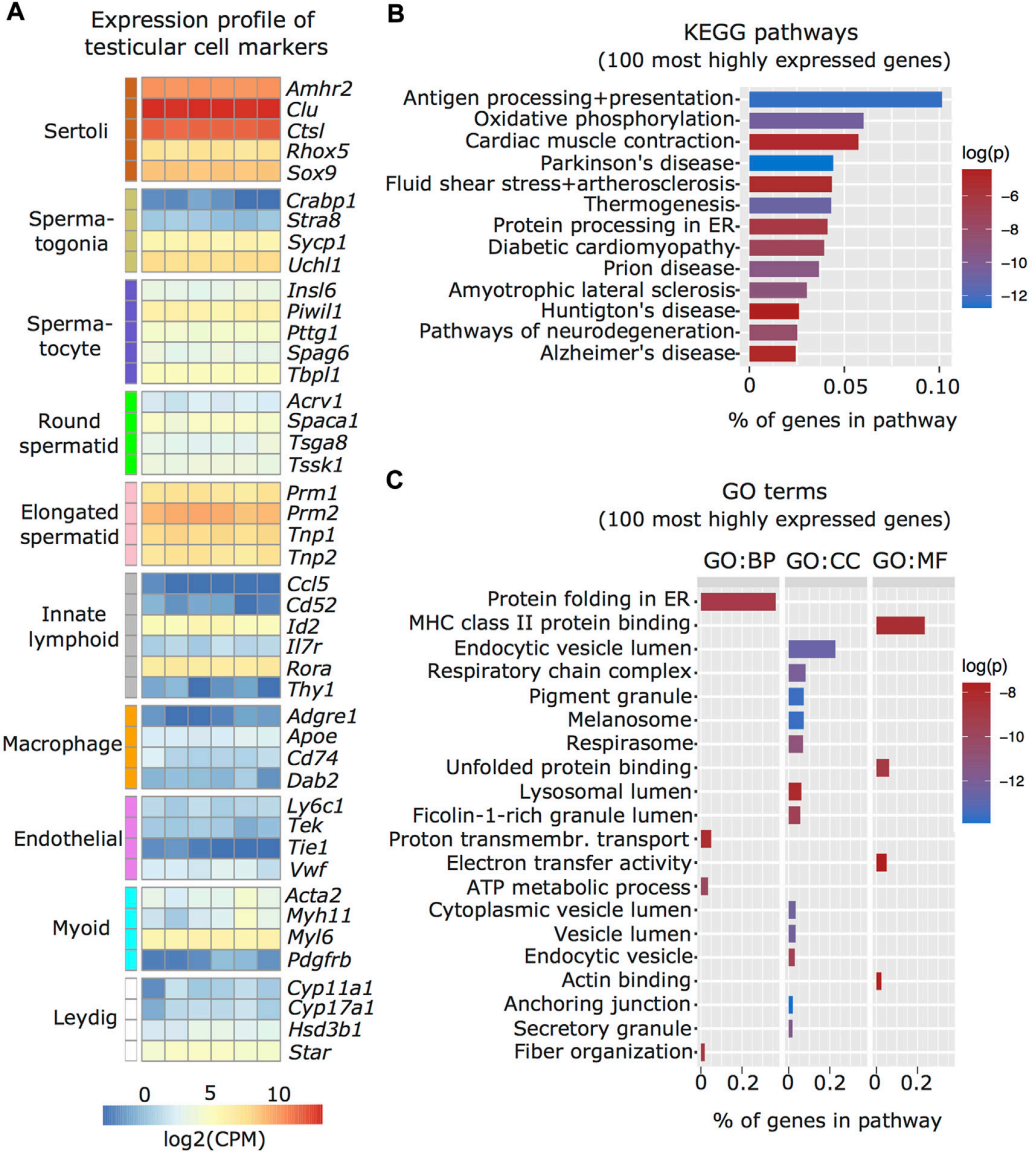
Characterization of enriched Sertoli cells by RNA sequencing. **(A)** Heatmap of testicular cell markers in enriched Sertoli cells, ordered by cell type-specificity including Sertoli cells, spermatogenic cells (spermatogonia, spermatocyte, round and elongated spermatid), immune cells (lymphoid and macrophage), endothelial cells, smooth muscle cells (peritubular myoid) and endocrine cells (Leydig). Color scale indicates normalized log2 gene counts per million (CPM). Enriched **(B)** KEGG and **(C)** GO pathways for 100 most highly expressed genes in collected Sertoli cells including immunological (e.g. KEGG: Antigen processing and presentation; GO MF: MHC class II protein binding), metabolic (e.g. KEGG: Oxidative phosphorylation, GO CC: respiratory chain complex), cell-cell junction (KEGG: Cardiac muscle contraction, GO, CC: anchoring junction), phagocytosis (GO, CC: endocytic vesicle lumen, lysosomal lumen), and secretion (KEGG: protein processing in ER, GO, CC: secretory granule) pathways. Ratio of genes per pathway is given on the x-axis and log of p-value (log(*p*)) is indicated on a color scale. BP: biological process, CC: cellular component, MF: molecular function.

### Persistent changes in Sertoli cells transcriptome caused by early life stress

We used our improved enrichment method to obtain Sertoli cells from adult males exposed to stress in early postnatal life and examined the effects on the cells. We used an established mouse model of postnatal stress based on unpredictable maternal separation combined with unpredictable maternal stress (MSUS) (Franklin et al., 2010). Newborn pups were separated from their mother unpredictably 3 h each day from postnatal day 1 to 14 (PND1-14) and during separation, mothers were stressed unpredictably. We chose this model of postnatal stress because it induces persistent metabolic and behavioral alterations in exposed pups when adult. Moreover, the progeny of exposed animals is affected across several generations, suggesting that MSUS impacts gonads (Franklin et al., 2010; Gapp et al., 2014). 

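The samples of batch 1 came from 6 control males and 7 MSUS males, and each was sequenced as its own library. MSUS pups had been separated from the mother for 3 h per day from postnatal day 1 to 14. Total counts of the MSUS samples ranged from 12701776 to 15693938, with a median of 14849798, and between 9776929 and 11876935 of them, with a median of 11102216, were on named genes. Total counts did not differ between the groups (exact permutation test over all splits of the samples, two-sided, p = 0.273). The 78 pairs of samples differed by 6.11 to 49.5 times the sampling noise per gene, so no library was a copy of another. As in the paper's methods, counts were normalized with TMM and transformed with voom for linear modelling in limma. The model here held the group alone, with no covariate, and the features with no gene name were left out. Genes had to pass the count filter of edgeR's filterByExpr. Litter and cage of the animals were not analysed here. None of the 10 marker lists of testicular cells differed between the groups. The smallest p was 0.107, for innate lymphoid markers (exact permutation test, two-sided), and after adjustment over the lists every p was 0.900.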

We collected Sertoli cells from adult MSUS and control mice from two independent cohorts (batch 1 and 2) and profiled their transcriptome by RNA sequencing in batch 1, followed by validation by quantitative PCR in batch 2 (Figure 3A). Using RNA sequencing data, we picked genes that were the most differentially regulated (cut-off at *p* < 0.05) between control and MSUS Sertoli cells, and conducted over-representation analyses to identify pathways affected by MSUS. 

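The limma voom fit covered 14421 genes. Of these, 781 had an unadjusted p-value under 0.05, with 435 higher and 346 lower in MSUS samples, where 721 would be expected by chance. A p-value under 0.01 was reached by 121 genes. After Benjamini-Hochberg adjustment over all genes, limma gave 0 genes with an adjusted p-value under 0.05, and the smallest was 0.878. The count of genes with p under 0.05 moved most with the elongated spermatid marker score as covariate (1204 genes) and with the level of *Malat1* as covariate (401 genes). *Malat1* was picked after its values were seen and was itself higher in MSUS samples, so adjusting for it can also remove an effect of MSUS. With library size alone in place of TMM, 325 genes were higher and 469 lower. Among genes with lower levels, *Surf4*, on chromosome 2 of GRCm38 from 26920040 to 26933928, had the smallest p-value. Its level was 6.31 ± 0.07 log2 CPM in controls (SD, n = 6) and 6.05 ± 0.06 in MSUS samples (SD, n = 7), and all 7 MSUS samples were below all control samples. The log2 fold change was -0.25 (standard error 0.06, limma's adjusted p = 0.878). Among genes with higher levels, *Arhgef1*, on chromosome 7 from 24902912 to 24926594, had the smallest p-value, with a log2 fold change of 0.41 (standard error 0.10, limma's adjusted p = 0.878). The next 4 higher genes were *Bcl2l2*, *Fam160a1*, *Vmn1r191* and *Nup210*, with log2 fold changes from 0.34 to 1.01, and the next 4 lower genes were *Zfp790*, *Gstk1*, *Ube2e1* and *Gsto1*, from -0.58 to -0.31. None of these 10 genes had an adjusted p-value under 0.05.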

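Over-representation among the genes with p under 0.05 was tested in the same 804 Reactome pathways as for the most abundant genes, of which 273 altered genes belong to any. An adjusted p-value under 0.05 was obtained for 14 pathways. The first was “RNA Polymerase I Chain Elongation”, with 9 of 28 members (one-sided Fisher's exact test, adjusted p = 0.00784). “Respiratory electron transport” had rank 3 with 15 of 76 members (Fisher's exact test, p = 4.18e-05, adjusted p = 0.00784). Of these 15 genes, 7 are encoded by mitochondrial DNA, and these were higher in MSUS samples, while 8 are encoded by nuclear DNA. Without the genes of mitochondrial DNA, the pathway had 8 of 65 members and rank 44 (Fisher's exact test, p = 0.0386, adjusted p = 0.690). The other pathways with an adjusted p-value under 0.05 concerned RNA polymerase I, translation elongation and termination, nonsense-mediated decay and Golgi vesicles, and a wider respiratory pathway. With DESeq2 as the test, 1 pathway had an adjusted p-value under 0.05, namely “Respiratory electron transport” (Fisher's exact test, adjusted p = 0.0322). Without MSUS replicate 1 there were 0.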

We observed that the most significantly altered molecular pathways (top five) were related to the mitochondrial ETC (Supplementary Table S4). Among KEGG pathways, “oxidative phosphorylation” (*p* < 0.001) was the most significantly enriched (Figure 3B), while among GO terms for cellular components, “respirasome” (*p* < 0.001) and “respiratory chain” (*p* < 0.001) were the most significantly enriched (Supplementary Figure S1A). 

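The nuclear-encoded ETC genes were also taken as one list, defined by gene symbol, of 80 tested subunits of complexes I to V. Of these, 8 had p under 0.05, all lower in MSUS samples, an odds ratio of 1.95 against the other genes tested (95% confidence interval 0.808 to 4.07, two-sided Fisher's exact test, p = 0.0788). When the genes of mitochondrial DNA were added to the list the odds ratio was 3.40 (Fisher's exact test, p = 0.000132), and without MSUS replicate 5 the odds ratio of the nuclear genes was 0.659. Among the 13 genes of mitochondrial DNA, 7 had p under 0.05, an odds ratio of 20.5 (two-sided Fisher's exact test, p = 1.71e-06). Ribosomal protein genes, which the paper does not discuss, had 13 of 85 genes with p under 0.05, an odds ratio of 3.19 (Fisher's exact test, p = 0.000619). These tests, like those of pathways, treat genes as independent, although genes of a list varied together. The estimated correlation between genes was 0.458 for the genes of mitochondrial DNA and 0.533 for the ribosomal protein genes. With the mouse as the unit, the mean level of each list gave p = 0.0647 and p = 0.179 (exact permutation tests, two-sided). The paper took the genes under its threshold into over-representation analyses with its own term lists and states that the leading pathways were related to the mitochondrial ETC.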

To visualize ETC gene expression compared to the general expression distribution of all genes in the RNA sequencing datasets, we plotted candidates of the “oxidative phosphorylation” pathway with a p-value of <0.05 for control Sertoli cells (Figure 3C). All ETC components are more highly expressed than the average gene in Sertoli cells. 

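The mean level of the 14421 genes tested was 4.18 log2 CPM in control samples, and the median gene had 4.31. All 18 candidate genes were above this average. The lowest was *Ndufa1* of complex I, with 4.81 ± 0.24 (SD, n = 6), above 57.9% of the genes tested, and the highest was *COX1* of complex IV with 12.43 ± 0.39 (SD, n = 6), above 99.9%. With a filter of at least 1 CPM in at least 6 samples, all 18 were still above the average gene.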

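In control samples the 6 candidate genes of mitochondrial DNA had means between 7.01 log2 CPM, for *ND6*, and 12.43, for *COX1*. The highest of the 12 nuclear candidates, *Atp6v0c*, had 7.32 ± 0.12 (SD, n = 6), so *ND6* with an SD of 0.51 overlapped with the upper end of the nuclear genes. *CYTB* had 10.26 ± 0.40, *COX2* 10.19 ± 0.29, *ND4* 9.81 ± 0.39 and *ND2* 9.58 ± 0.16 (SD, n = 6 for each). The SD between control mice averaged 0.356 over the mitochondrial candidates and 0.145 over the nuclear candidates (exact permutation test across genes, two-sided, p = 0.000323), although genes are not independent replicates.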

Genes encoded by mitochondrial DNA (*ND2*, *ND4*, *ND6*, *CYTB*, *COX1*, *COX2*) have higher, but more variable expression than genes encoded by nuclear DNA (Figure 3C). This is consistent with recent single-cell RNA sequencing datasets in mouse testis (Green et al., 2018). In Sertoli cells from MSUS males, ETC genes encoded by nuclear DNA were primarily downregulated compared to controls (Figure 3D), while changes in mitochondrial genes were more variable (Supplementary Figure S2A). 

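All 12 nuclear candidates had lower levels in MSUS than in control samples, with log2 fold changes from -0.33 to -0.09, and 10 of them had p under 0.05. The largest change was that of *Uqcr11* of complex III, on chromosome 10 of GRCm38 from 80402997 to 80406830. Its level fell from 5.43 ± 0.26 log2 CPM (SD, n = 6) to 5.09 ± 0.22 (SD, n = 7), a log2 fold change of -0.33 (standard error 0.12, limma's adjusted p = 0.878). *Ndufa9* of complex I, on chromosome 6 from 126821721 to 126849136, had a log2 fold change of -0.20 (standard error 0.08, limma's adjusted p = 0.878), with 6 of 7 MSUS samples below all control samples. *Atp6v1a* (limma's adjusted p = 0.878) and *Atp5pb*, the paper's *Atp5f1* (limma's adjusted p = 0.893), did not reach p under 0.05. Over all genes, 0 of the 18 candidates had an adjusted p-value under 0.05. There were 13 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the level of *Malat1* as covariate, 0 candidates had p under 0.05 and *Atp5pb* changed direction (log2 fold change 0.0069). That adjustment, chosen after values were seen, can also remove an effect of MSUS, because *Malat1* itself was higher in MSUS samples. The candidates *Atp6v0c*, *Atp6v1a* and *Atp6ap1* are genes of the vacuolar ATPase, which was kept apart from the list of nuclear ETC genes. Over that list of 80 nuclear ETC genes, 73 were lower in MSUS samples and the median log2 fold change was -0.10. Of random lists of the same size matched on expression, 95% had medians between -0.03 and 0.03. The set test of limma (camera) with a preset correlation gave p = 2.74e-09. This call did not hold with the correlation estimated from the data (p = 0.162) or under fry (p = 0.152). The mean score of these genes per sample fell by 0.10, with 6 of 7 MSUS samples below the control mean. The SD between mice was 0.11 in controls and 0.12 in MSUS samples. The difference did not reach p under 0.05 (exact permutation test, two-sided, p = 0.148).

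**Figure D2:**
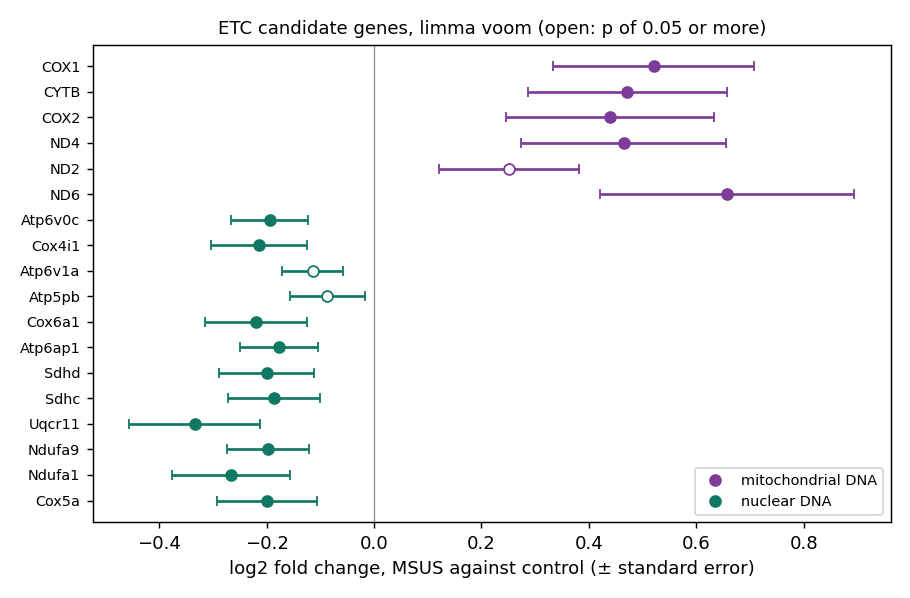
Log2 fold change of each candidate gene between MSUS and control samples, with points for the limma estimate and bars for its standard error. Open points have p of 0.05 or more. The 12 nuclear genes lie between -0.33 and -0.09 and the 6 mitochondrial genes between 0.25 and 0.66.

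**Figure D3:**
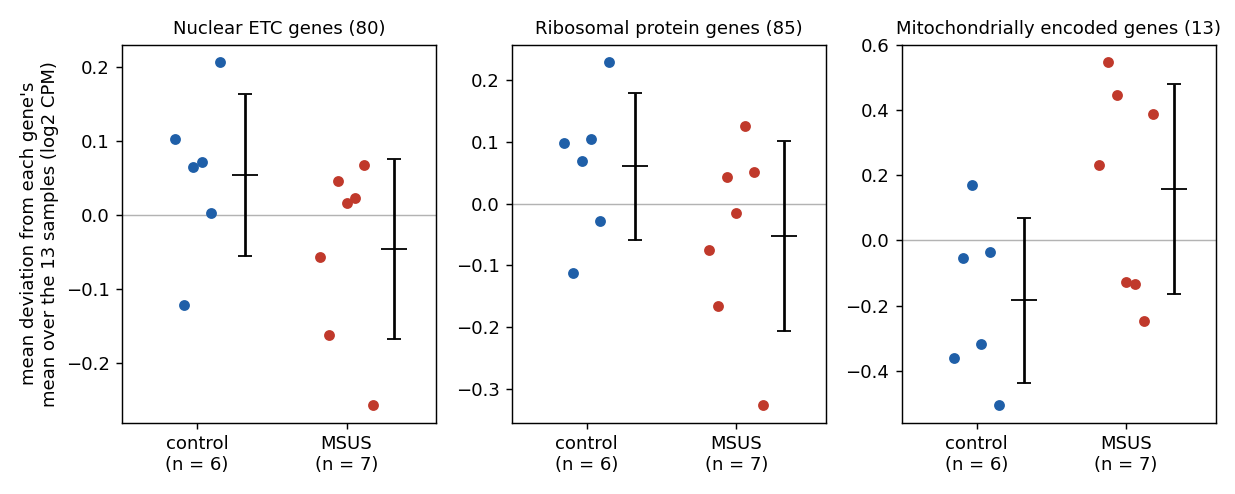
Mean deviation of the nuclear ETC genes, the ribosomal protein genes and the mitochondrially encoded genes from each gene's mean over the 13 samples, in log2 CPM, with a point per sample and the group mean ± SD beside it. The groups overlap in all panels.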

Validation of changes in ETC genes in a second batch of Sertoli cells by multiplex RT-qPCR screen (Fluidigm) confirmed that the majority of ETC genes were downregulated in MSUS Sertoli cells (Figure 3E). Out of 18 target genes identified from the KEGG pathway “oxidative phosphorylation”, four were downregulated significantly (*p* < 0.05; *ND4*, *ND6*, *CYTB*, *Uqcr11*), while no genes were significantly upregulated. When looking closer at downregulated genes, particularly components of ETC complex I, III, and IV were downregulated, while components of complex II and V had variable expression changes. Also, mitochondrial genes were predominantly downregulated, which was different to what we expected from the RNA sequencing data of batch 1, which showed higher inconsistency in mitochondrial gene expression changes (Supplementary Figure S2A). However, this bias might be attributable to significant mitochondrial copy number variation (CNV) in MSUS vs control Sertoli cells samples of batch 1 (Supplementary Figure S2B). However, all samples had low levels of cell death markers, suggesting no bias due to viability of cells (Supplementary Figure S2C).

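In the RNA sequencing data of batch 1, the genes of mitochondrial DNA were mostly higher in MSUS samples. Of the 13 genes, 10 had a positive log2 fold change and 7 had p under 0.05, all higher, with a median of 0.40. The genes named by the paper were *ND6* with a log2 fold change of 0.66 (standard error 0.24, limma's adjusted p = 0.878), *COX1* with 0.52, *CYTB* with 0.47, *ND4* with 0.46, *COX2* with 0.44 and *ND2* with 0.25, which did not reach p under 0.05. *ND4L* had the largest change, 1.05, but an estimated 86.7% of its reads were placed on another feature with no gene name, and with these added the change was 0.44. *COX3*, *ATP8* and *ND3* had log2 fold changes of -0.09, -0.09 and -0.19. The mean score of the 13 genes differed by 0.34 between the groups, with 6 of 7 MSUS samples above the control mean. The SD between mice was 0.25 in controls and 0.32 in MSUS samples. The difference did not reach p under 0.05 (exact permutation test, two-sided, p = 0.0647). Without MSUS replicates 11, 13 or 23 or control replicate 12, p was between 0.0366 and 0.0476. With the level of *Malat1* as covariate, the median log2 fold change of the 13 genes was -0.039. Because *Malat1* itself was higher in MSUS samples, this adjustment can also remove an effect of MSUS on these genes. The share of named counts on these genes was 1.98% ± 0.42 in controls (SD, n = 6) and 2.48% ± 0.57 in MSUS samples (SD, n = 7; exact permutation test, p = 0.111). The mean absolute deviation of the score from the group median was 0.211 in controls and 0.271 in MSUS samples, a ratio of 1.28 (exact permutation test, two-sided, p = 0.443). For the nuclear ETC genes these deviations were 0.0727 and 0.0876.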

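In control samples the housekeeping gene *Actb* had a level of 10.78 ± 0.12 log2 CPM, *Rplp0* of 9.67 ± 0.16 and *Gapdh* of 8.92 ± 0.22 (SD, n = 6 for each). Of the cell death markers, *Casp9* had 4.38 ± 0.14 in controls (SD, n = 6) and 4.34 ± 0.19 in MSUS samples (SD, n = 7), and *Casp8* had 4.61 ± 0.24 in controls (SD, n = 6) and 4.72 ± 0.31 in MSUS samples (SD, n = 7). Both were far below the housekeeping genes and slightly above the average gene. Neither differed between the groups, with log2 fold changes of -0.03 for *Casp9* (standard error 0.10, limma's adjusted p = 0.975) and 0.12 for *Casp8* (standard error 0.14, limma's adjusted p = 0.926). The level of these transcripts is not a direct measure of viability.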

**FIGURE 3:**
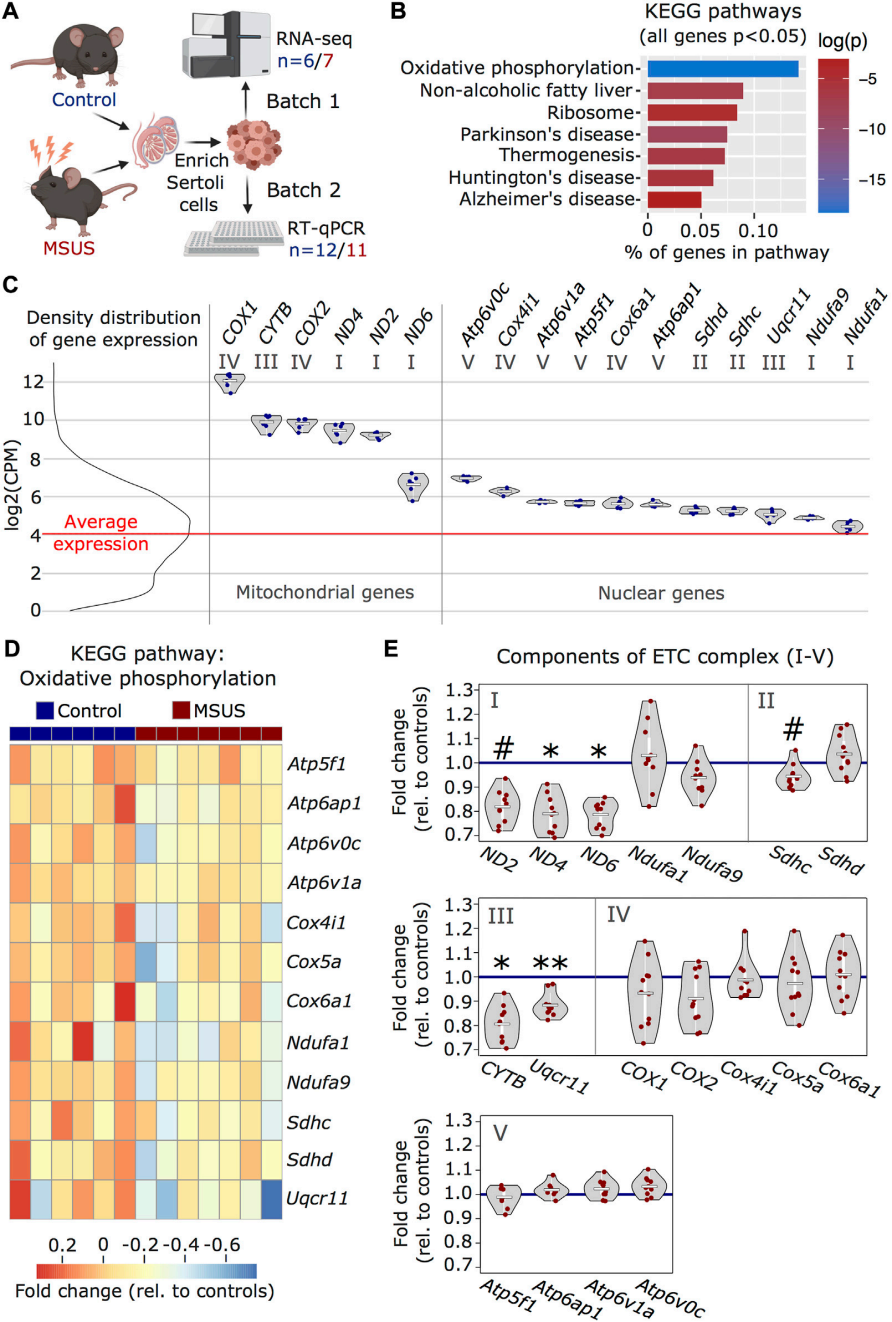
Transcriptomic analyses of MSUS and control adult Sertoli cells. **(A)** Schematic representation of the experimental strategy for Sertoli cells enrichment and transcriptomic analyses for control (blue) and MSUS (red) mice. For RNA sequencing, *n* = 6 controls and *n* = 7 MSUS (Batch 1). For validation of candidate genes with RT-qPCR, *n* = 12 controls and *n* = 11 MSUS (Batch 2). **(B)** KEGG pathways of significantly altered genes (*p* < 0.05) in Sertoli cells from MSUS males with % genes per pathway (x axis) and log of p-value (log(*p*)) on vertical color scale. **(C)** Expression profile of ETC candidate genes from KEGG pathway “oxidative phosphorylation” in control samples (scale is in log2(CPM)). Left, density distribution of all expressed genes, with red line indicating the average expression of genes in control Sertoli cells. Right, candidate genes encoded by mitochondrial (Mitochondrial genes) and nuclear (Nuclear genes) DNA plotted on the same scale. Roman numbers indicate name of ETC complex. Mean of control samples depicted as white line, individual samples as blue dots. **(D)** Heatmap of nuclear encoded genes with *p* < 0.05 of KEGG pathway “oxidative phosphorylation”. Fold change relative to controls is indicated in the color scale. **(E)** RT-qPCR of ETC candidate genes in batch 2 samples. Candidate genes are divided according to ETC complexes (I, II, III, IV, V) and fold change of expression profiles is shown for MSUS samples relative to control mean (blue line) of respective genes. Mean of MSUS samples depicted as white line, individual samples as red dots. **p < 0.01, *p < 0.05, #*p* < 0.1, student’s t-test.

### Serum from MSUS males downregulates ETC components in primary Sertoli cells

Our previous work showed that serum from MSUS males can induce molecular changes in reproductive cells, when injected intravenously to adult males or when used to treat immortalized spermatogonial stem cells (Steenwyk et al., 2020). Since Sertoli cells receive signals from the blood stream, we examined if serum from MSUS males can reproduce changes in ETC components observed after MSUS. We prepared primary Sertoli cells cultures from mouse testis and supplemented them with 10% serum obtained from MSUS or control mice for 24 h (Figure 4A). Analyses of candidate genes by RT-qPCR showed that four ETC components were significantly downregulated (*p* < 0.05; *ND6*, *Ndufa1*, *COX1*, *Cox6a*) (Figure 4B). Downregulation was most consistent for components of complex I, III, and IV, while complex II and V components were more variably altered, and some of them upregulated (*p* < 0.05; *Sdhc*, *Atp6ap1*).

**FIGURE 4:**
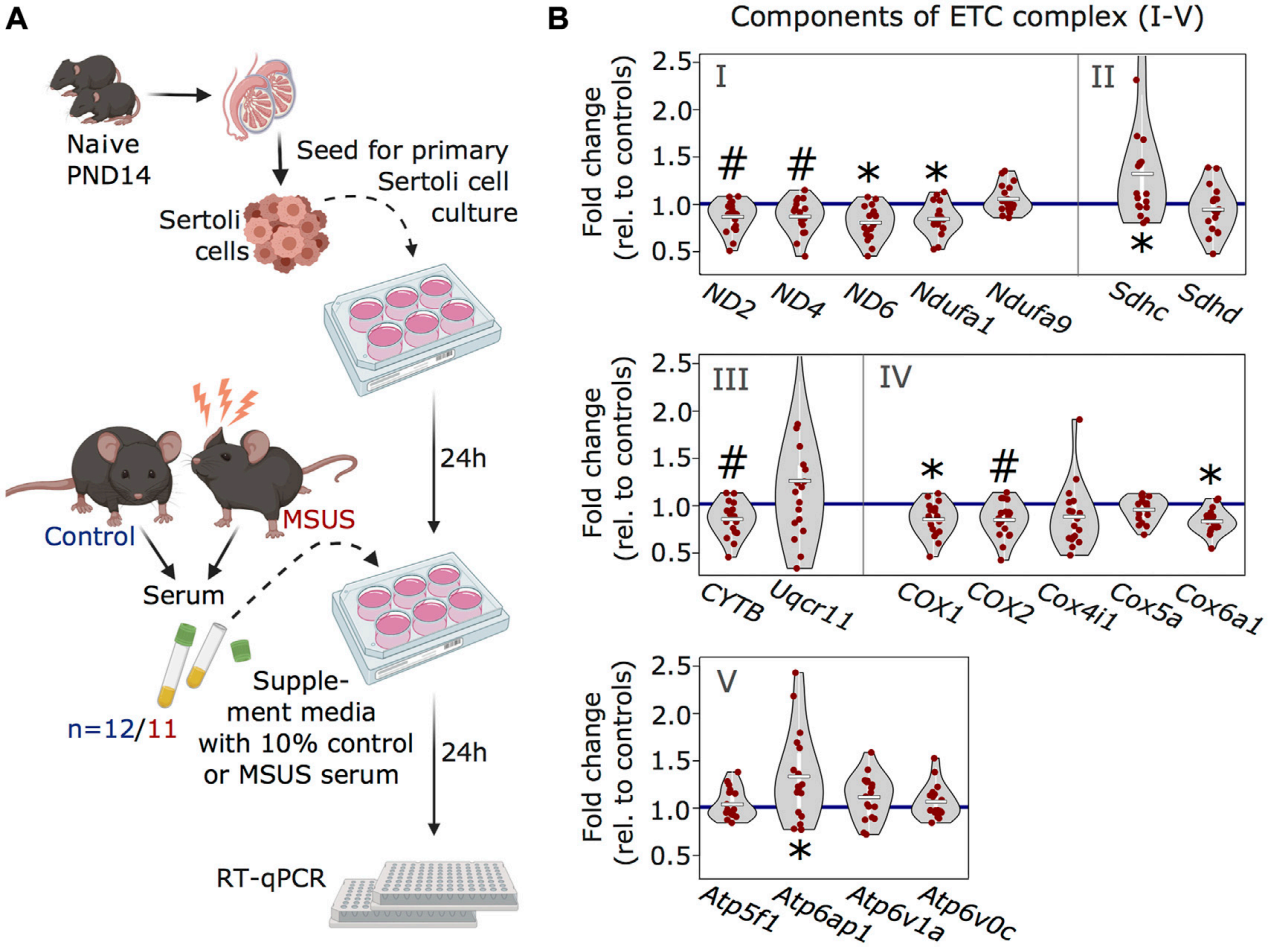
Analyses of ETC genes in primary Sertoli cells after MSUS serum exposure. **(A)** Schematic representation of the experimental strategy for serum treatment of Sertoli cells. Primary Sertoli cells from naïve mouse pups (PND14) were seeded and treated with 10% serum from control (blue) and MSUS (red) mice for 24 h. Treated cells were then harvested for RT-qPCR. Controls, *n* = 12; MSUS, *n* = 11. Experiment was performed in duplicates. **(B)** RT-qPCR of ETC candidate genes in serum treated Sertoli cells. Candidate genes are divided according to ETC complexes (I, II, III, IV, V) and fold change of expression profiles is shown for MSUS samples relative to control mean (blue line) of respective genes. Mean of MSUS samples depicted as white line, individual samples as red dots. *p < 0.05, #*p* < 0.1, Kenward Roger method.

### Exposure to MSUS serum does not alter metabolic functions of primary Sertoli cells

Differential regulation of ETC can affect the cytosolic ratio of NADH/NAD+ in cells, potentially leading to reductive stress. (Titov et al., 2016; Patgiri et al., 2020). Since the cytosolic redox state is reflected in the extracellular ratio of lactate/pyruvate, we examined both lactate and pyruvate level in conditioned medium from Sertoli cells treated with MSUS serum. We examined ROS activity by 2′,7′–dichlorofluorescin diacetate (DCFDA) staining, which is another measure for cellular stress. The level of lactate and pyruvate was not significantly altered (Supplementary Figure S3A,B). Likewise, the ratio of lactate to pyruvate (Supplementary Figure S3C) or ROS levels (Supplementary Figure S3D) were not altered. These results suggest that the downregulation of ETC complexes I, III, and IV after MSUS serum exposure was not sufficient to significantly affect the redox state of Sertoli cells.

## Discussion

This study examines the effects of early life stress on somatic cells in the adult mouse testis and addresses the question of which factors may play a role in the induction of these effects. Using an established mouse model of stress, we show that Sertoli cells from adult males exposed to stress in early postnatal life have altered ETC pathways. The alterations affect several mitochondrial ETC complex components, which are predominantly downregulated in adult Sertoli cells. We link these alterations to circulating blood factors by showing that the downregulation of ETC complexes can be reproduced in primary Sertoli cells in culture when the cells are treated with serum from exposed adult males. These results suggest that Sertoli cells can be persistently altered by adverse conditions in early life and keep a biological trace of exposure for many months. This may be explained by the fact that these cells are post-mitotic in the adult testis and can no longer self-renew unlike spermatogenic cells. They therefore do not have the possibility to correct or erase molecular changes by cell division and renewal, and remain altered until adulthood, possibly throughout life. Other environmental factors such as endocrine disruptors have also been found to affect Sertoli cells in rats (Guerrero-Bosagna et al., 2013).

Since Sertoli cells are essential for germ cell maintenance and physiology, their persistent alterations during development through to adulthood may affect spermatogenesis and have detrimental consequences for germ cells and fertility. Psychological stress has been reported to reduce fertility in humans (Bräuner et al., 2020) and is known to lead to molecular changes in spermatogenic cells in testis (Tian et al., 2021) and adult sperm in rodents (Franklin et al., 2010; Gapp et al., 2014), with the potential to impair metabolism and behavior in the offspring (Gapp et al., 2014). However, the mechanisms by which Sertoli cells may alter germ cells are not known.

Our data that ETC components in Sertoli cells are affected, suggest a link between stress exposure at a young age and mitochondrial functions in the adult. Mitochondria are organelles known for their ability to adjust to changes in metabolic demand in cells (Bereiter-Hahn and Vöth 1994). They are sensitive targets of systemic cellular perturbations and potential sensors of environmental exposure. Indeed, ETC components in brain and muscle have already been shown to be altered by early postnatal stress in mice (Ruigrok et al., 2021). Our data extend these findings by showing that ETC complexes are also affected persistently in Sertoli cells by early postnatal stress, and provide candidate molecular targets to examine in relation to potential germ cells damage. The downregulated complexes I, III, and IV have in common to be able to transport protons across the inner mitochondrial membrane, and contribute to the generation of a proton gradient for ATP production (Marreiros et al., 2016). This could influence the metabolism of Sertoli cells, but also of neighboring germ cells via altered extracellular signaling pathways such as redox state and lactate production (Titov et al., 2016; Patgiri et al., 2020). However, in cultured Sertoli cells, reproducing alterations in ETC pathways with serum from stressed males did not affect reactive oxygen species (ROS), nor the level of lactate and pyruvate. It is possible that physiological changes are too subtle to be detected by classical methods such as fluorescent assays *in vitro*, or that they are compensated by alternative mechanisms to ensure proper Sertoli cells physiology. Using sensitive substrate sensors based on genetically-encoded fluorescence resonance energy transfer (FRET) may help detect metabolite flows *in vitro* or *in vivo* and identify changes (Mächler et al., 2016). Other systemic effects by cell-cell-communication within testis or signaling through innervation and via the lymphatic system may also occur.

Which blood factors are responsible for the downregulation of ETC complexes in Sertoli cells after early life stress are likely multiple but remain undetermined. Our previous work identified polyunsaturated fatty acid metabolism, steroidogenesis, bile acid metabolism as persistently altered by MSUS in plasma (Steenwyk et al., 2020), suggesting their possible implication. Particularly, pathways related to peroxisome proliferator-activated receptors (PPARs) were functionally altered and could be activated by serum treatment in spermatogonial-like germ cells (GC-1 cells). PPARs can interact with PPAR gamma co-activators (PGCs), which regulate energy homeostasis and mitochondrial transcription factors (Lin, Handschin, and Spiegelman 2005). Thus, we can speculate that they may together be a link between metabolic alterations in blood and signaling to the nucleus and mitochondria in Sertoli cells.

Classically, methods to enrich Sertoli cells are based on specific culture procedures and conditions which have some limitations. For instance, DSA-lectin coated dishes can be used to favor the attachment of Sertoli cells (Scarpino et al., 1998) and allow easier removal of contaminating germ cells by washing and/or hypotonic shock (Wagle et al., 1986; Anway et al., 2003). However, culture conditions can introduce biases to cells and modify their epigenetic landscape and functions compared to *in vivo* (Zomer and Reddi, 2020). Therefore, enrichment methods not requiring any culture, but allowing to isolate cells directly from tissue, are advantageous for molecular analyses. For Sertoli cells, transgenic or knock-in mice expressing a fluorescent protein under the control of *Amh* or *Sox9* promoter have been generated and can yield relatively pure Sertoli cells preparations by FACS (Zimmermann et al., 2015; Zomer and Reddi, 2020). However, wildtype mice may be preferable to avoid possible transgene interference (in homozygous mice for instance) or GFP protein toxicity, and for easier availability without requiring any specific breeding and genotyping. This is particularly relevant for large-scale *in vivo* experiments that require big cohorts for phenotyping like behavioral, physiological and/or metabolic testing. Our FACS-based method provides an efficient alternative by capitalizing on previous work in fixed cells (Rotgers et al., 2015), using parameters that separate testicular populations by ploidy through DNA staining and light scattering via cytometry. Owing to intracellular staining with Hoechst and MitoTracker, biases due to cleavage or internalization of surface antigens after enzymatic digestion are avoided (Autengruber et al., 2012; Tsuji et al., 2017). Using this method, we obtained a high enrichment of Sertoli cells confirmed by vimentin staining (Figure 1) and specific marker expression in the cells (Figure 2A). 

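*Prm2*, on chromosome 16 of GRCm38 from 10791380 to 10796134, encodes a protamine that packs DNA in spermatids. Its level was 9.22 ± 0.38 log2 CPM in control samples (SD, n = 6), from 5114 to 10403 counts, and 9.30 ± 0.50 in MSUS samples (SD, n = 7). The other elongated spermatid markers of Figure 2A, *Tnp1*, *Tnp2* and *Prm1*, had 7.92 ± 0.21, 7.24 ± 0.22 and 7.23 ± 0.27 in controls (SD, n = 6 for each). The mean of the 4 markers was 0.19 higher in MSUS than in control samples (exact permutation test, two-sided, p = 0.377).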

Notably, markers of elongated spermatids such as Prm2 were detected in our Sertoli cells datasets, similarly to previously reported in testis single-cell sequencing datasets (Green et al., 2018). These marker transcripts likely correspond to remnants of spermatids phagocytosed by Sertoli cells that persist in their cytoplasm. Lastly, we cannot exclude that Hoechst and MitoTracker binding affects DNA and mitochondria integrity in sorted Sertoli cells. However, incubation with the stains is kept to a minimum and cells are placed on ice at all times after staining.

In conclusion, our findings highlight the vulnerability of Sertoli cells during postnatal development and the fact that they can be persistently altered by stress exposure. Whether and how this may ultimately affect germ cells functions and physiology is still an open question that needs to be investigated.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE205330.

# Supplementary material for: Long-term effects of early postnatal stress on Sertoli cells
**Source:** Front Genet. 2022 Oct 24;13:1024805. doi: 10.3389/fgene.2022.1024805
**Supplement:** Supplementary file 1

**Supporting information**

**S1 Fig. Enriched GO terms of altered genes in MSUS Sertoli cells.** (a) Enriched GO pathways of significantly altered genes (p<0.05) in MSUS mouse Sertoli cells detected by RNA sequencing. Ratio of genes per pathway is given on the x-axis and log of p-value (log(p)) is indicated on a color scale. Bracket and arrow indicate mitochondrially related pathways. BP: biological process; CC: cellular component; MF: molecular function

**S2 Fig. High variability in mitochondrially encoded genes and mitochondrial CNV in batch 1 Sertoli cells, but high viability in all batch 1 samples.** (a) Heatmap of altered mitochondrially encoded genes of KEGG pathway “oxidative phosphorylation”. Fold change relative to controls is indicated in the color scale. (b) Fold changes in mitochondrial CNV of MSUS compared to control Sertoli cells of mouse batches 1 and 2. Error bars: mean ± SEM; ** = p<0.01, student’s t-test. (c) Heatmap of housekeeping genes (*Actb, Gapdh, Rplp0*) and cell death marker genes (*Casp9, Casp8, Casp7, Casp3*). Color scale indicates normalized log2 gene counts per million (CPM).

**S3 Fig. Characterization of lactate-to-pyruvate ratio and ROS production after MSUS serum exposure in primary Sertoli cells.** (a) Lactate and (b) pyruvate levels (in nmol/µl) in primary Sertoli cell medium after 24h of serum exposure. (c) Ratio of lactate to pyruvate and (d) ROS fluorescent signal in primary Sertoli cells after serum exposure. Controls, n=7; MSUS, n=9 for all graphs; error bars: mean ± SEM; ns=not significant, student’s t-test.

**S1 Table. Information on mice used for experiments.** (A) Mice used for RNA sequencing of Sertoli cells (Batch 1). (B) Mice used for Fluidigm RT-qPCR of Sertoli cells (Batch 2). (C) Mice used for serum collection for in vitro experiments. The tables contain information on the number (ID), group, cage, and litter cage.

**S2 Table. Counts of vimentin-positive cells in isolated FACS populations.** (A) Raw counts of each isolated fraction (before FACS, haploid, diploid, tetraploid, high FSC, low FSC, high APC and low APC) for 4 individual mice (4 replicates). Always at least 3 individual pictures per replicate were taken and counted. (B) Total number of cells counted for each replicate and each isolated fraction. (C) Percentages of vimentin positive cells out of all DAPI positive cells for each replicate and isolated fraction. Weighted average and weighted standard deviation (SD) were calculated from percentages.

**S3 Table. List of primer sequences.** The table includes information on the target genes, forward primer and reverse primer sequences.

**S4 Table. Summary of the over-representation analyses of significantly altered genes.** All significantly altered genes (p<0.05) in response to MSUS were used for over-representation analyses using Gprofiler. The table shows the source, term name, term ID and adjusted p-value for each significant pathway.

How the deposited data were processed for this re-analysis (not part of the article)

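RNA of enriched Sertoli cells from 6 control and 7 MSUS males of batch 1 was sequenced from 5 ng RNA, with 12 PCR cycles and single-end reads of 100 bp. The authors trimmed the reads, assigned them with Salmon to an index of GENCODE vM23 transcripts and deposited the estimated counts per gene, without normalization. The methods leave open how transcripts were summed to genes and how gene names were assigned. The deposited table has 54281 features. Of these, 27170 have no gene name, and they held 20.7% to 26.7% of the counts per sample. They were left out of library sizes and tests, and a fit with them was an alternative. The table had 0 columns that could not be matched to a sample. Conditions were taken from the sample labels and the paper's group sizes, and the replicate numbers are animal numbers that pair nothing across groups.

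The estimated counts were rounded to whole numbers. Total counts per sample ranged from 13087203 to 18649945 in controls and from 12701776 to 15693938 in MSUS samples. Spread between mice, not counting error, limits the precision. The main test was limma 3.58.1 with voom on TMM-normalized counts (edgeR 4.0.16, R 4.3.3), because the paper's methods state it. edgeR's quasi-likelihood test and DESeq2 1.42.0 were alternatives. Genes entered the fit by filterByExpr, and levels are log2 CPM with a prior count of 2. Adjusted p-values are Benjamini-Hochberg over all genes tested. On simulated counts of 14277 genes with 200 changed genes, a median absolute log2 fold change of 0.99 among these and a dispersion of 0.05, limma voom called 95.0% of the changed genes, all with the right sign, and 4.82% of the unchanged genes had p under 0.05. Smaller changes were not simulated.

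Gene lists for the nuclear ETC subunits, the vacuolar ATPase, ribosomal proteins, mitochondrial ribosomal proteins and the proteasome were defined by symbol and the marker lists were copied from Figure 2A before the data were examined. Spellings were afterwards matched to the table. List scores are the mean deviation from each gene's mean over all samples. They were compared by exact permutation tests over all splits, two-sided, with a smallest possible p of 0.000583. In fits with a covariate, the slope on the covariate within groups was removed from the score before its permutation test. Random lists matched on mean expression numbered 10000, and the limits given hold the central 95% of their medians. Pathways were the Reactome lists of the fgsea package 1.28.0 with 10 to 1000 members. Pathways that shared a name were removed after a first run had been seen, which left 804. The antigen presentation pathways were picked after their values were seen, because the paper names antigen presentation. The KEGG and GO lists were not used here.

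The rule for named genes was every gene the paper names for the sequencing, the 5 with the smallest p in each direction that are not predicted genes, and the 10 most abundant genes in controls. *Malat1* and the mitochondrially encoded genes the paper does not name were added after values were seen. Coordinates, transcript length and GC content come from GENCODE vM21 of GRCm38, an earlier release than the authors used on the same genome build, and 91.9% of the named features matched it, while 92.7% matched an Entrez gene. Reads that a mitochondrially encoded gene shares with another feature were found where the counts of a feature with no gene name added up to whole numbers with those of the gene in all 13 samples, within 0.005.

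The alternatives set before the data were examined were the other tests, sample quality weights, other normalizations, other count filters, 2 covariates (the elongated spermatid marker score and the share of mitochondrially encoded counts), other lists and thresholds, and leaving out each sample in turn. Those added afterwards were keeping the features with no gene name, a correction for length and GC content within each sample, the ribosomal protein score and the *Malat1* level as covariates, and adding the shared reads to mitochondrially encoded genes. Batch 2, the RT-qPCR, copy number, cell staining and culture experiments, and litter and cage were not analysed here. Some markers of the paper's figures are not reported here.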

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

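The fits that left out a sample were set before the data were examined. All other tests in this part were chosen after the values were seen. Per-sample values were searched for a sample whose gap to its nearest neighbour, relative to the range of its group, passed Dixon's 95% critical value. Of 110 groups of values, 6 did, and chance over many groups gives 5.5. The paper records cage and litter cage for its mice, but these were not analysed here, so no biological difference within a group was tested. Only the share of other cells in the preparations was weighed.

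The round spermatid marker list of MSUS 11 was 4.62 log2 CPM, against 3.33 to 3.85 in the other MSUS samples. All 4 genes of the list were highest in that sample among the MSUS samples, and the spermatocyte (4.98 against 4.19 to 4.77) and elongated spermatid lists (8.56 against 7.26 to 8.46) were also above those of all other samples. The spermatogonia list was not, at 3.30 against 2.77 to 3.48, so the germ cell lists did not all rise. Whether more round spermatids were in that preparation cannot be told apart from other sources of a high list, because this is 1 library and the count of genes largely restates the high mean of the list. Without MSUS 11 the median log2 fold change of the mitochondrially encoded genes was 0.45 (exact permutation p = 0.0476), against 0.40 in all samples (exact permutation p = 0.0647).

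The round spermatid list of control 10 was low, at 3.22 against 3.61 to 3.71 in the other controls, and 2 of its 4 genes were lowest in that sample. The Leydig list of control 9 was 1.17 against 2.41 to 2.84, and 3 of its 4 genes were lowest there, with *Cyp11a1* and *Cyp17a1* near the floor of a few counts. Whether fewer cells of these types were in the preparations cannot be told apart from noise in the remaining genes.

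*Atp6v0c* was low in MSUS 1, at 6.84 against 7.09 to 7.27 in the other MSUS samples. Without that sample its log2 fold change was -0.15 in place of -0.19, still with p under 0.05. *Zfp790* was low in control 9, at 4.20 against 4.55 to 4.75, and its log2 fold change without that sample was -0.46. *Gstk1* was high in control 14, at 3.85 against 3.46 to 3.59, and its log2 fold change without that sample was -0.41.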

How the results depend on the processing

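Under the alternatives other than leaving out a sample, the count of 0 genes with an adjusted p-value under 0.05 held in every fit, with smallest adjusted p-values from 0.0805 (DESeq2) to 1. The number of genes with p under 0.05, 781, was 1182 with no filter on low counts (734 of the 781 among them). It was 1204 with the elongated spermatid marker score as covariate (650 of the 781 among them). With the share of mitochondrially encoded counts as covariate it was 403 (234 of the 781 among them). With the *Malat1* level as covariate it was 401 (157 of the 781 among them). The cause of these moves was not tested. With library size alone, 40.9% of the genes with p under 0.05 were higher in MSUS samples, against 55.7% with TMM.

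The median log2 fold change of the nuclear ETC genes, -0.095, stayed negative except with the *Malat1* level as covariate (0.029). It was -0.021 with the mitochondrial share and -0.016 with the ribosomal protein score as covariate. The median of the mitochondrially encoded genes, 0.40, passed the exact permutation test with the elongated spermatid covariate (0.46, p = 0.0385) and was reversed with the *Malat1* level as covariate (-0.039). With the mitochondrial share as covariate, which is made from these genes, it was 0.025. With the ribosomal protein score as covariate it was 0.20 (exact permutation p = 0.157). The odds ratio of nuclear ETC genes among genes with p under 0.05, 1.95, was 2.76 with library size alone (Fisher's exact test, p = 0.00426), 2.36 with no filter (p = 0.0209), 3.40 with the mitochondrially encoded genes added and 4.36 with the Reactome list. It was 0, with 0 genes of the list under the threshold, at p under 0.01 and with the mitochondrial share, the ribosomal protein score or the *Malat1* level as covariate. The set test, p = 2.74e-09 with a preset correlation, gave 0.162 with an estimated correlation, 0.152 under fry, 0.121 with the mitochondrial share and 0.276 with the ribosomal protein score as covariate. With the *Malat1* level as covariate it gave 0.014 in the reversed direction, toward higher levels in MSUS samples.

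The number of candidate genes with p under 0.05, 15, was 0 with the mitochondrial share, the ribosomal protein score or the *Malat1* level as covariate. The number of pathways with an adjusted p-value under 0.05, 14, was 1 with DESeq2, 5 with DESeq2 size factors, 8 with the elongated spermatid covariate, 1 with the length and GC correction and 0 with each of the other 3 covariates. The pathway left with DESeq2, and with the length and GC correction, was “Respiratory electron transport”. With mitochondrially encoded genes left out, 0 of them are among the 100 most abundant genes by construction. Single candidate genes that changed direction were *ND2* with the mitochondrial share as covariate (-0.0072) and, with the *Malat1* level as covariate, *CYTB* (-0.012), *COX2* (-0.054), *ND4* (-0.039), *ND2* (-0.045) and *Atp5pb* (0.0069). Over 28 named genes and these alternatives, 354 of 420 log2 fold changes kept direction and side of the threshold, 53 were weaker and 7 stronger.

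Across the 13 fits that each left out one sample, the number of genes with p under 0.05 ranged from 534 (without MSUS 5) to 1121 (without control 10). The odds ratio ranged from 0.659 (without MSUS 5) to 3.78 (without control 10), and was below 1 also without control 9 (0.993), control 24 (0.845) or MSUS 26 (0.995). The median of the nuclear ETC genes ranged from -0.121 (without control 10, exact permutation p = 0.048) to -0.058 (without MSUS 26), and that of the mitochondrially encoded genes from 0.26 (without control 24) to 0.48 (without MSUS 13). For the latter the exact permutation p was from 0.0366 to 0.124 and under 0.05 in 4 of the 13 fits, without MSUS 11, MSUS 13, MSUS 23 or control 12. Candidate genes with p under 0.05 numbered from 6 (without MSUS 5 or control 24) to 16 (without MSUS 23), and pathways from 0 (without MSUS 1, MSUS 5, MSUS 26, control 9, control 14 or control 24) to 18 (without MSUS 13). Of 364 log2 fold changes of named genes, 307 kept direction and side of the threshold, 52 were weaker and 5 stronger. The marker difference, the level of the candidates against the average gene and the spread of the mitochondrially encoded genes kept their results under the alternatives run for them. No paired analysis was possible because the animals of the groups share no replicate number.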

Differences from the paper's values

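The values compared were the control means of 17 candidate genes read by eye from Fig. 3C, the number of candidates and the group sizes. In the main setting none of them differed from the value computed here by more than the spread and 1.5 times.

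The paper draws 18 candidate genes as altered at its threshold, and 15 were here. *ND2* (0.0684 in limma) was under it with edgeR's quasi-likelihood test (0.0473), DESeq2 (0.0316) and sample quality weights (0.036), all set before the data were examined, and without MSUS 11, MSUS 13 or MSUS 23. With the length and GC correction, chosen after seeing the values, it had 0.0304. *Atp6v1a* (0.0591) was under it with sample quality weights (0.0393), with the elongated spermatid covariate (0.049) and without MSUS 11 or control 22, and also with the features that have no gene name kept (0.0479), chosen after seeing the values. *Atp5pb* (0.233) was under it in none of the settings run.

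The mean levels of all 17 candidates compared were above those of Fig. 3C, read by eye, in control samples. The differences were from 0.31 to 0.43 log2 CPM, with a median of 0.36. With the features that have no gene name kept, an alternative chosen after seeing the values, the median difference was -0.02.

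The paper states that its leading pathways all concern the ETC. In the main fit a pathway of RNA polymerase I ranked first and “Respiratory electron transport” had rank 3. Their adjusted p-values were the same (Fisher's exact test, 0.00784). Another 12 pathways had an adjusted p-value under 0.05. “Respiratory electron transport” ranked first with DESeq2, sample quality weights, library size alone and no filter, among other settings. It had rank 3 with edgeR's quasi-likelihood test and rank 8 with the elongated spermatid covariate. With the mitochondrial share, *Malat1* or ribosomal protein covariate its ranks were 694, 712 and 724. The lists tested were not the paper's. For the most abundant genes, the paper names antigen presentation. Here the Reactome pathway of peptide loading of class I MHC had an adjusted p-value of 0.599 (Fisher's exact test). The wider pathway “Class I MHC mediated antigen processing & presentation” had 3 of 83 members (rank 60, Fisher's exact test, adjusted p = 0.8145).

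The paper states that Sertoli cell markers were more abundant than markers of other cells. Here *Prm2*, *Tnp1* and *Uchl1* were above *Rhox5* by their means, and *Prm2* was above *Sox9*. In 189 of the 195 pairs with another marker, the Sertoli cell marker was higher in every control sample.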

Other observations

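Counts of other splits for the number of genes, the odds ratio, the set test and the pathways were written before their results were seen. The other tests in this part were chosen after the result was seen, but some of them use fits set before the data were examined. These are the fits with the elongated spermatid covariate, with library size alone, without the mitochondrially encoded genes in the normalization and without a given sample.

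Other splits of the 13 samples into 6 and 7 gave results as large as the real groups. Of 100 splits drawn, the real one included, 37 gave at least as many genes with p under 0.05, 17 a median log2 fold change of the nuclear ETC genes at least as far from 0, and 7 such a median of the mitochondrially encoded genes. An odds ratio of nuclear ETC genes as large was reached by 18, a set test p as small by 21, as many Reactome pathways by 19, and an over-representation of “Respiratory electron transport” as strong by 8. The set test with a preset correlation gave p under 0.05 in 72 of the 100 splits. At least 1 pathway with an adjusted p-value under 0.05 was found in 42, and the number of genes with p under 0.05 ranged from 257 to 2020. None of these results is therefore distinguished from other groupings of the same animals.

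The shift of the nuclear ETC genes was shared with other gene lists. The median log2 fold change was -0.10 for the ribosomal protein genes, -0.09 for mitochondrial ribosomal proteins and -0.07 for the proteasome. Across the 13 samples the ribosomal protein score followed the nuclear ETC score (Pearson's r = 0.968, permutation p = 1e-05, the smallest the permutations can give; Spearman's rho = 0.907, permutation p = 4e-05). Without the 2 samples farthest from the median, r was 0.923, and it was 0.984 within controls and 0.953 within MSUS samples (exact permutation p = 0.00278 and 0.00218, 12 relations computed, adjusted p = 0.00667 and 0.00655). Without the 2 farthest samples of each group these were 0.943 and 0.691, so within MSUS samples the relation rests in part on them. With the ribosomal protein score as covariate, the median of the nuclear ETC genes was -0.016 (95% of random lists, -0.028 to 0.022). Because the 2 scores are closely tied over all samples, this adjustment removes what they share whatever its cause, so it decides nothing, and a shift common to these genes cannot be told apart from one that starts in the ETC. The values argue against transcript length and GC content as the whole cause, because after their correction the median was -0.079, outside the limits that hold 95% of random lists (-0.037 to 0.017). One MSUS sample alone did not carry it, since the value nearest to 0 without one MSUS sample was -0.058. The values also argue against elongated spermatids in the preparations as the whole cause. With their marker score as covariate, which raised the number of genes with p under 0.05 from 781 to 1204, the median was -0.118 (95% of random lists, -0.037 to 0.031; exact permutation p = 0.0501). Testicular cells of other types cannot be told apart from this shift: the smallest adjusted p among their marker lists was 0.900, but the spread of the lists between mice was larger than the shift. An effect of MSUS stays open and was not tested apart from the groups themselves.

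*Malat1*, a nuclear RNA, was 9.93 ± 0.56 log2 CPM in controls (SD, n = 6) and 10.63 ± 0.43 in MSUS samples (SD, n = 7; exact permutation test, p = 0.0274, not adjusted, and limma's adjusted p was 0.878). It was picked after its values were seen. Across the 13 samples it fell as the nuclear ETC score rose (Pearson's r = -0.857, permutation p = 0.0002; Spearman's rho = -0.830, permutation p = 0.00069; r = -0.755 without the 2 farthest samples) and rose with the mitochondrial score (r = 0.816, permutation p = 0.00057; rho = 0.819, permutation p = 0.00107; r = 0.665 without them). The adjusted p-values over 12 relations were 0.0012 and 0.00228. A hypothesis is that preparations differed in how much cytoplasmic RNA was kept relative to nuclear RNA. Within controls r with the nuclear ETC score was -0.944 (exact permutation p = 0.00833), and within MSUS samples it was -0.753 (exact permutation p = 0.0466), but there rho was -0.571 (exact permutation p = 0.2) and r was 0.139 without the 2 farthest samples, so the relation within MSUS samples rests on them. For the nuclear ETC genes this explanation cannot be told apart from others, because the MSUS samples are too few. With the mitochondrial score, r was 0.885 within MSUS samples (exact permutation p = 0.0167; rho = 0.857, exact permutation p = 0.0238; r = 0.846 without the 2 farthest) but 0.601 within controls (exact permutation p = 0.215; rho = 0.600, exact permutation p = 0.242; r = 0.277 without them). With the *Malat1* level as covariate, the median log2 fold change was 0.029 for the nuclear ETC genes and -0.039 for the mitochondrially encoded genes, but the same adjustment would also remove an effect of MSUS that acts on both. For the mitochondrially encoded genes too this explanation cannot be told apart from others, because the relation is not established within controls. The paper proposes mitochondrial copy number variation between the groups of batch 1 as a possible source. Copy number was not analysed here.

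With the mitochondrially encoded genes left out of the normalization, their median log2 fold change was 0.40. They hold only 1.98% of the named counts in controls and 2.48% in MSUS samples, so leaving them out moved almost nothing and decides nothing about normalization. With library size alone the median was 0.39. The values argue against reads shared with other features as the whole cause of the higher levels. The 7 genes for which no feature sharing their reads was found had a median of 0.40. With the shared reads that were found added, the median of all 13 was 0.40. The exact permutation p of their score was then 0.103, against 0.0647 without these reads. Of the 3 genes with whole counts in every sample, *ND1* had 0.40, *ND4* 0.46 and *ATP8* -0.09. The other 4 of the 7 had fractional counts in 1 or 2 samples, so reads shared in small part with features not found stay possible for them.

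*ATP8*, *ATP6*, *COX3* and *ND3*, neighbours on mitochondrial DNA, changed less than the other 9 mitochondrially encoded genes, with log2 fold changes of -0.09, 0.14, -0.09 and -0.19. The mean of the others minus the mean of these 4 was 0.58 higher in MSUS than in control samples, and with the shared reads added 0.48. The 4 genes were picked by their values, so neither value tests whether the contrast is real. The values argue against reads shared with nuclear copies as its whole cause. Adding these reads moved *ND4L* from 1.05 to 0.44 and left most of the contrast, and *ATP8*, with whole counts in every sample, was among the 4. What else sets these genes apart was not tested, and an effect of MSUS stays open.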
